A study of Mus musculus with 9 samples. Its data were reported in "Stromal Pbrm1 mediates chromatin remodeling necessary for embryo implantation in the mouse uterus" (2024).

How the data were processed

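Chromatin immunocleavage sequencing (ChIC-Seq) was performed by the authors on wild-type primary mouse oviductal smooth muscle cells isolated on day 2 of pregnancy. In this assay an antibody carries a protein A-micrococcal nuclease fusion to its target in fixed cells, the nuclease cuts the DNA nearby, and the released fragments are sequenced. The antibodies were directed against PBRM1 (also called BAF180), a subunit of the PBAF form of the SWI/SNF chromatin remodeling complex, and BRG1 (encoded by *Smarca4*), an ATPase of SWI/SNF complexes. The series labels describe 9 samples in 3 groups, with 3 replicates each for PBRM1, BRG1 and a control IgG. The IgG samples were not analysed here.

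The 8 files used were peak lists. Each of the 6 PBRM1 and BRG1 libraries had its own list, and each antibody had a further list called on its 3 replicates pooled. Per the file headers, the authors called narrow peaks with MACS 2.2.7.1 from paired-end fragments, with all fragments kept at this step, an effective genome size of 2300000000 bp and a q cutoff of 0.05. Per the file headers no control file was given to the caller, so the local background came from the same library over 10 kb. The fragment total of each pooled list equaled the sum of its replicates. The methods of the study, which describe uterine stromal cells, state alignment to GRCm38/mm10 with Bowtie2, removal of reads of low mapping quality and removal of duplicates. It was assumed, not shown, that the oviductal libraries were treated in the same manner. No peak end in any list lay beyond the end of its GRCm38 chromosome.

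Per the file headers, the pileup of a peak is the signal (coverage by fragments) at its summit and is not scaled between libraries. The deposited fold enrichment is the ratio of that pileup to the local background of the same library. The q-value is deposited as −log10 q for each peak. The deposited peak length is in bp. These values are the authors' own. Pileup, fold enrichment and q were used to describe, rank or filter peaks within 1 list, and none of these 3 was itself tested between libraries. The rank by q of the peak upstream of *Hand2* within each list, the median peak length and the length of genome covered by peaks were compared between antibodies. Without a control library in the calling, sites cut by the nuclease in open chromatin regardless of the antibody could be called too. Merging overlapping fragments into peaks also makes the number and width of peaks depend on depth, which ranged from 14284532 to 23992352 fragments per replicate library.

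Peak lists were compared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Genome sequence was read with pysam 0.24.0 from GRCm38.p6 indexed by samtools 1.23.1, and genes and start sites came from GENCODE M21 on the same build. Peaks overlapped when they shared at least 1 bp. The Jaccard index of a pair of lists was the bp in both divided by the bp in either. Antibody-specific sites were merged regions with a peak in all 3 lists of one antibody and in none of the other. A peak was at a promoter when its summit lay within 2 kb of the start site of any annotated transcript; the remaining summits were assigned to exons, introns or intergenic sequence in that order. Motifs were searched on both strands in 501 bp centred on the summit, on the autosomes and X, and windows centred 2 kb to either side of the same summits served as background.

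The replicate library was the unit of comparison between antibodies. Differences in means were tested by two-sided exact permutation of the 6 libraries, which cannot give a p below 0.1 with 3 against 3. Within-antibody and between-antibody similarity were compared by a one-sided exact permutation over the 10 splits of the 6 libraries. Overlap of the pooled lists was set against 1000 circular shifts of one list along each chromosome (one-sided, fixed seed). Motif excess over background was tested by exact sign flips over the 6 libraries, whose smallest p is 0.03125. Promoter peaks of 4 preset gene lists and of the olfactory receptor genes, a list of genes silent in most tissues, were compared with those of all other protein-coding genes by two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 10 tests. Shares of a single list carry 95% Wilson intervals, which cover counting error only.

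The genes named were fixed before the data were examined, except *Uty* and *Ddx3y*, which were singled out after their values were seen: the fixed ones were the members of the preset lists (prostaglandin signaling, smooth muscle, uterine receptivity and fibroblast growth factors) together with *Pbrm1* and *Smarca4*. So were the 3 strongest peaks of each pooled list by the authors' q-value that overlapped a peak in all 3 replicate lists, on the autosomes or X. The region upstream of *Hand2* was placed by exact matching of 2 guide sequences, published by the study for deleting a uterine enhancer, to GRCm38; each guide had 1 match in the autosomes and X. Alternatives were a −log10 q of at least 5, equal numbers of peaks, overlap of at least 50% of both peaks, summits within 200 bp, a Jaccard index over regions, replicate lists in place of pooled lists, autosomes and X only, promoters within 1 kb, other backgrounds for the gene lists and motifs, a 201 bp motif window, leaving out each replicate, and a replicate block.

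The steps for overlap, similarity within and between antibodies, antibody-specific sites, motif share and promoter share were tested on simulated lists first. Of 19914 simulated peaks, 60.0% were planted as overlapping and 60.16% were recovered. Among 33820 simulated regions, 2291 calls of antibody-specific sites were expected from the planted sites, incomplete detection and chance, and 2263 were made. With no specific site planted, 244.3 calls were expected and 238 were made. A motif expected in 30.46% of 5000 windows, planted or by chance, was found in 30.44%. A promoter share expected at 27.30% over 9983 peaks, also with chance hits counted, came back as 27.27%.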

Results

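ChIC-Seq peak lists were examined for PBRM1 and BRG1 in wild-type primary oviductal smooth muscle cells from mice on D2 (day 2) of pregnancy, with 3 replicate libraries for each antibody. PBRM1 belongs to the PBAF form of the SWI/SNF chromatin remodeling complex and BRG1 is an ATPase of SWI/SNF complexes. The experiment was designed to locate the sites that these proteins bind directly. The PBRM1 libraries held 20636950 ± 3023000 fragments (SD, n = 3) and the BRG1 libraries held 15072160 ± 807300 (SD, n = 3). The deepest was PBRM1 replicate 3 with 23992352 fragments and the shallowest was BRG1 replicate 2 with 14284532. The mean fragment size ranged from 174 to 184 bp. After pooling, the PBRM1 list rested on 61910852 fragments and the BRG1 list on 45216486. Fold enrichment, pileup and −log10 q of single peaks are the authors' values within each list.

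The first comparison asked whether the antibodies gave different numbers of sites. PBRM1 had 35994 ± 3488 peaks per replicate (SD, n = 3) and BRG1 had 37368 ± 2124 (SD, n = 3). The difference was within the spread between replicates (two-sided exact permutation test, p = 0.7). Its sign rested on 1 library: without PBRM1 replicate 2, which had 31970 peaks, PBRM1 had 638 more peaks per replicate than BRG1. BRG1 lists reached these numbers at lower depth, since each BRG1 library held at most 15897724 fragments and each PBRM1 library at least 18126049. Peaks covered 14.5 ± 1.17 Mb of the genome in PBRM1 libraries and 14.9 ± 1.05 Mb in BRG1 libraries (SD, n = 3 each; exact permutation test, p = 0.7). The sign of this difference also changed, to 0.289 Mb more for PBRM1 without PBRM1 replicate 2 and 0.2085 Mb more without BRG1 replicate 1. The median peak width was 340 ± 6.81 bp for PBRM1 and 327 ± 6.43 bp for BRG1 (SD, n = 3 each). All 3 PBRM1 medians were above all 3 BRG1 medians, which with 3 libraries against 3 gives the smallest p that this design allows (two-sided exact permutation test, p = 0.1). With the same number of strongest peaks taken from each list, the difference in width shrank from 13.0 to 6.0 bp (exact permutation test, p = 0.7). At a −log10 q of at least 5 it was 13.67 bp and the libraries no longer separated (exact permutation test, p = 0.5).

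**Figure D1:**
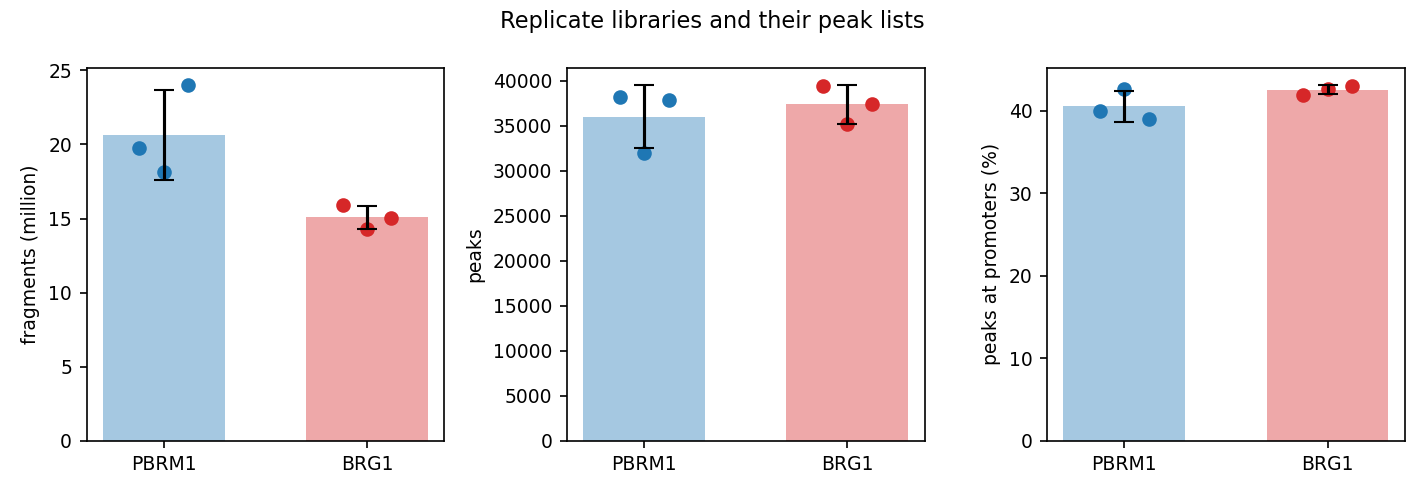
Fragments (left), number of peaks (middle) and share of peaks with a summit at a promoter in percent (right) for the 3 PBRM1 and 3 BRG1 replicate libraries. Points are libraries, bars are means and error bars are SD; BRG1 libraries held fewer fragments (15072160 against 20636950 on average) while the peak numbers of both antibodies overlapped.

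To learn whether PBRM1 and BRG1 marked distinct sets of sites, the similarity of replicate lists was compared within and between antibodies. The Jaccard index was 0.3645 ± 0.00822 among PBRM1 replicates and 0.391 ± 0.00504 among BRG1 replicates (SD over 3 pairs each). Between antibodies it was 0.336 ± 0.00674 (SD over 9 pairs, from 0.327 to 0.344). Lists of the same antibody were thus more alike by 0.0419 on average, and the split by antibody gave the largest gap of the 10 splits of the 6 libraries (one-sided exact permutation test, p = 0.1, the smallest possible). The gap lay between 0.03425 and 0.05059 across the alternatives tried for it. This split was also the split by depth, with at least 18126049 fragments in each PBRM1 library and at most 15897724 in each BRG1 library. Antibody and depth can therefore not be told apart, for the gap or for the antibody-specific sites below. Merging the 6 lists gave 83005 regions. Of these, 12842 regions (15.5%) held a peak in all 6 lists and 38986 (47.0%) in 1 list only. Sites with a peak in all 3 lists of one antibody and in none of the other numbered 1773, of which 1013 were specific to PBRM1 and 760 to BRG1. The 9 other splits of the libraries gave 584 to 722 such sites. Of the 1773 sites, 71.07% held a peak in the pooled list of the other antibody. Requiring a −log10 q of at least 5 lowered the total to 983, and leaving out PBRM1 replicate 2, so that fewer lists had to hold or lack a peak, raised it to 3808.

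**Figure D2:**
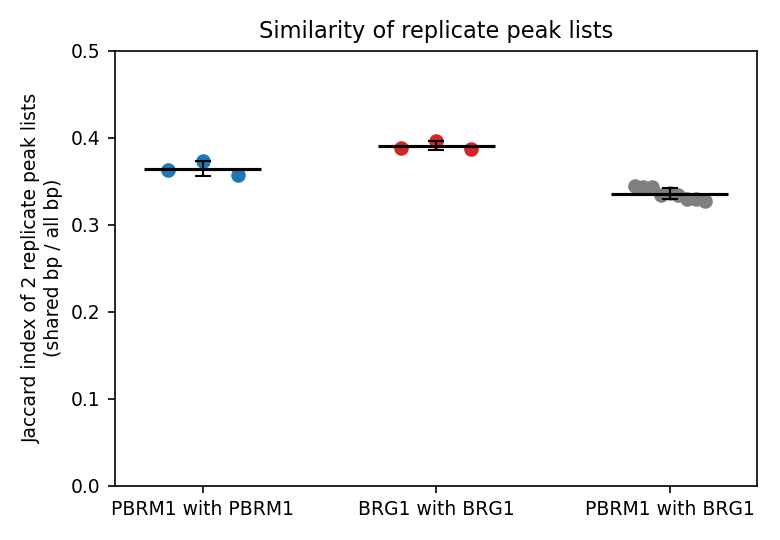
Jaccard index (shared bp divided by all bp) for each pair of replicate peak lists, for pairs of PBRM1 lists, pairs of BRG1 lists and pairs with 1 list of each antibody. Points are pairs of lists, horizontal lines are means and error bars are SD; each of the pairs within an antibody lies at 0.357 or above and each pair between antibodies at 0.344 or below.

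Next, the overlap of PBRM1 and BRG1 peaks was measured on the pooled lists. Of 94612 PBRM1 peaks, 60965 (64.4%, 95% Wilson interval 64.1 to 64.7) overlapped a BRG1 peak. Of 96166 BRG1 peaks, 62261 (64.7%, 95% Wilson interval 64.4 to 65.0) overlapped a PBRM1 peak. Circular shifts gave a mean overlap of 3.67% for PBRM1 and 3.63% for BRG1, and none of the 1000 shifts exceeded 4.17% (one-sided permutation p = 0.001 for each, the smallest they can give). Requiring an overlap of at least 50% of both peaks moved these shares most, to 45.34% for PBRM1 and 44.61% for BRG1. Between single replicates, 57.7 ± 2.67% of PBRM1 peaks overlapped BRG1 peaks (SD over 9 pairs) and 60.8 ± 4.63% overlapped peaks of another PBRM1 replicate (SD over 6 ordered pairs). The corresponding shares for BRG1 peaks were 55.4 ± 2.97% with PBRM1 and 60.1 ± 2.77% with another BRG1 replicate. The shifts placed peaks without regard to open chromatin, and no control IgG lists were analysed. Overlap above the shifts therefore cannot separate co-occupancy from cutting in open chromatin regardless of the antibody.

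Pooling added many peaks that single libraries did not show. Only 19.0% of pooled PBRM1 peaks (18006 of 94612, 95% Wilson interval 18.8 to 19.3) and 19.3% of pooled BRG1 peaks (18563 of 96166, 95% Wilson interval 19.05 to 19.55) overlapped a peak in all 3 replicate lists. No replicate list held a peak at 43.9% of the pooled PBRM1 peaks and 43.3% of the pooled BRG1 peaks. Restricting the pooled lists to as many of the strongest peaks as the shortest replicate list held raised the shares found in all 3 replicates to 50.95% for PBRM1 and 52.23% for BRG1. When the pooled lists were divided into deciles by q, 91.2% of the strongest decile of PBRM1 peaks and 93.7% of the strongest decile of BRG1 peaks were in all 3 replicate lists. In the weakest decile, 91.9% of PBRM1 peaks and 89.8% of BRG1 peaks were in none. The share of PBRM1 peaks overlapping a pooled BRG1 peak rose from 27.4% in the weakest decile to 98.7% in the strongest, and the reverse share rose from 21.2% to 99.7%.

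**Figure D3:**
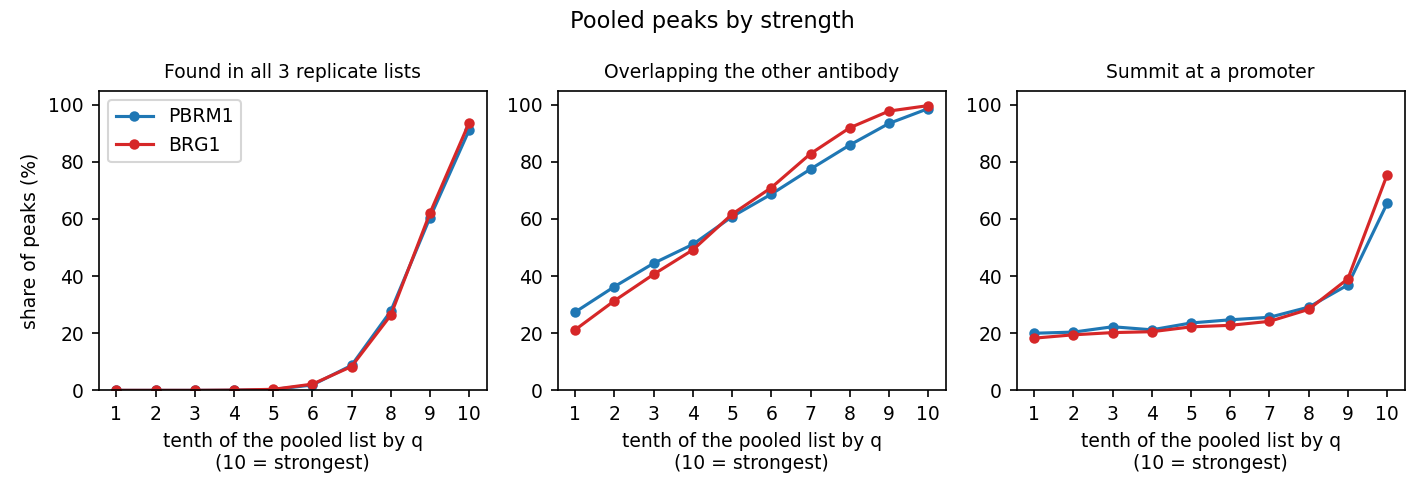
Pooled PBRM1 and BRG1 peaks divided into deciles by the q-value within each list (x axis, 10 is strongest), with the share of peaks in percent (y axis) that were found in all 3 replicate lists (left), overlapped a pooled peak of the other antibody (middle) or had a summit at a promoter (right). Points are deciles of a list; the share overlapping the other antibody reaches 98.7% for PBRM1 and 99.7% for BRG1 in the strongest decile.

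The genomic distribution of both proteins was then compared. In the replicate lists, 40.6 ± 1.89% of PBRM1 summits and 42.6 ± 0.531% of BRG1 summits lay at promoters (SD, n = 3 each), where 11.2% of the sequenced genome lies within the same distance of a start site. The antibodies differed by -1.991 percentage points (PBRM1 minus BRG1), which did not exceed the replicate spread (two-sided exact permutation test, p = 0.2). The stricter q threshold moved this difference most, to -3.951 points (exact permutation test, p = 0.3). With equal numbers of peaks the difference was -3.549 points, with no overlap between the 3 libraries of each antibody (exact permutation test, p = 0.1, the smallest possible), and without PBRM1 replicate 2 it was -3.043 points (exact permutation test, p = 0.1). Introns held 30.1 ± 1.08% of PBRM1 and 29.4 ± 0.189% of BRG1 summits, intergenic sequence held 27.3 ± 0.828% and 25.8 ± 0.421%, and exons away from promoters held 1.97 ± 0.0105% and 2.23 ± 0.0739% (SD, n = 3 each). The libraries of each antibody did not overlap in intergenic share (26.44 to 28.07% for PBRM1, 25.56 to 26.33% for BRG1). They did not overlap in exon share either (1.956 to 1.977% and 2.144 to 2.285%), but did in intron share. These 3 shares were not tested between antibodies. In the pooled lists the promoter share was lower, at 28.9% for PBRM1 and 29.1% for BRG1, and 30.7% and 29.3% of summits were intergenic.

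Because the series concerns prostaglandin signaling in oviductal muscle, promoter peaks of preset gene lists were counted in the pooled lists. Of 21 prostaglandin genes, 18 had a promoter peak for PBRM1 and 18 for BRG1, compared with 66.0% and 67.8% of all other protein-coding genes. The odds ratios were 3.10 for PBRM1 and 2.85 for BRG1 (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.149 for each). Of 12 smooth muscle genes, 11 had a promoter peak for each antibody (adjusted p = 0.149 for each, Fisher's exact test). All 7 uterine receptivity genes had one for each antibody (adjusted p = 0.149 for each, Fisher's exact test). Among 6 fibroblast growth factor genes, 4 had one for PBRM1 and 5 for BRG1 (adjusted p = 1.0 and 0.746, Fisher's exact test). None of these 4 preset lists passed an adjusted p of 0.05 in the 8 tests. For the uterine receptivity list an excess could not have passed. With all 7 genes counted, the unadjusted p was still 0.1037 for PBRM1 and 0.1049 for BRG1 (Fisher's exact test). The fibroblast growth factor list, with 6 genes, was smaller still. Olfactory receptor genes did, in the opposite direction: 24 of 1135 (2.115%) had a PBRM1 promoter peak and 12 of 1135 (1.057%) a BRG1 promoter peak, compared with 69.49% and 71.49% of other protein-coding genes. Counting only pooled peaks found in all 3 replicate lists moved the prostaglandin counts to 9 for PBRM1 and 12 for BRG1.

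In the replicate lists, 10 of the 21 prostaglandin genes had a promoter peak in all 6 libraries, and 4 (*Ptgdr*, *Ptgdr2*, *Ptgds* and *Ptgir*) had none in any. *Ptgs2*, which encodes the inducible cyclooxygenase (ENSMUSG00000032487.8, chromosome 1, 150100031 to 150108227, plus strand), was among the 10. Its pooled PBRM1 peak (chromosome 1, 150099430 to 150100407) had a fold enrichment of 4.19 and its pooled BRG1 peak (150099433 to 150100405) had 5.51. *Hpgd*, which encodes a prostaglandin-degrading dehydrogenase (ENSMUSG00000031613.9, chromosome 8, 56294585 to 56321043, plus strand), was also among them, with summits 92 bp (PBRM1) and 35 bp (BRG1) from a start site. Its fold enrichment in the pooled lists was 7.84 for PBRM1 and 10.5 for BRG1. *Ptger3* (chromosome 3, 157566892 to 157645888, plus strand) had a promoter peak in all 3 BRG1 libraries and in no PBRM1 library, although the pooled PBRM1 list held 2. *Bmpr1a* (chromosome 14, 34410734 to 34503341, minus strand) showed the same pattern, with 2 peaks in the pooled PBRM1 list. *Pbrm1* (chromosome 14, 31019138 to 31121592) and *Smarca4* (chromosome 9, 21616169 to 21704230), which encode the proteins under study, each had a promoter peak in all 6 libraries. Of the smooth muscle genes, *Acta2*, *Cald1*, *Mylk*, *Smtn*, *Srf* and *Tagln* had one in all 6 libraries and *Cnn1* in none.

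The *Hand2* locus, where the study placed a PBRM1-dependent enhancer in uterine stroma, was examined in the oviductal cells. In oviductal smooth muscle cells, the study found accessibility of this enhancer and *Hand2* RNA to be similar with and without *Pbrm1*. Deleting the enhancer lowered *Hand2* RNA in the uterus but not in the oviduct. The study proposes that its regulation by PBRM1 and BRG1 is specific to uterine stromal cells. Peaks alone show neither enhancer activity nor dependence on PBRM1. *Hand2* lies on chromosome 8 from 57320983 to 57324633 (GRCm38, plus strand), and the guides that bound the uterine enhancer lie upstream of it, from 57312487 to 57313529, inside the antisense gene *Hand2os1*. A peak lay in this 1043 bp region in all 3 PBRM1 and all 3 BRG1 lists. The pooled PBRM1 peak ran from 57312597 to 57313291, with a pileup of 103 fragments and a fold enrichment of 7.68. The pooled BRG1 peak ran from 57312580 to 57313289, with a pileup of 312 fragments and a fold enrichment of 12.3. Ranked by q within its own list, the BRG1 peak was number 22 of 96166 and the PBRM1 peak number 1069 of 94612. In the replicate lists, 0.0679 ± 0.0246% of BRG1 peaks (SD, n = 3) and 4.62 ± 4.29% of PBRM1 peaks (SD, n = 3; 9.345, 0.9634 and 3.552% in replicates 1, 2 and 3) were stronger than the peak in this region (two-sided exact permutation test, p = 0.1, the smallest possible). At the promoter of *Hand2*, PBRM1 replicate 1 and BRG1 replicate 3 each had a peak and the other 4 replicate lists had none, while both pooled lists had 1. The pooled promoter peaks had fold enrichments of 4.11 for PBRM1 and 6.80 for BRG1. The 4 motifs named by the study were all present in the region, with 1 occurrence each of CCAGGGCCT (57313113 to 57313121), GACCACT (57313123 to 57313129) and TCGGTG (57313132 to 57313137) and 2 of TCCCAG. No peak lists of the control IgG were analysed here, so signal at this region without the antibodies was not measured.

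**Figure D4:**
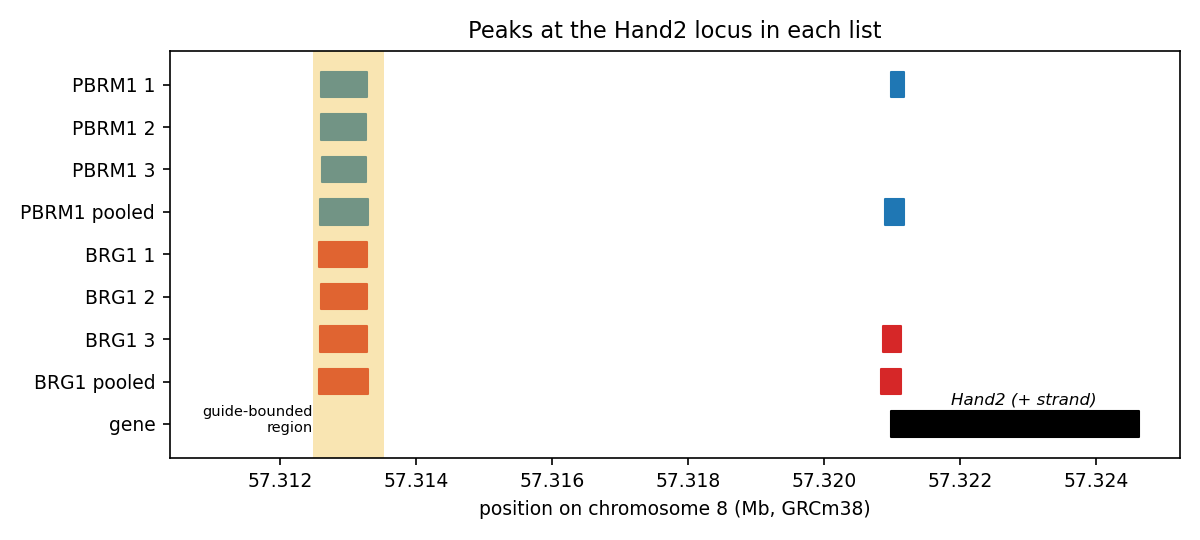
Peaks of each replicate and pooled list (rows) at the *Hand2* locus by position on chromosome 8 in Mb (x axis), with the *Hand2* gene in black and the region between the guides shaded. Colored bars are peaks; all 8 lists have a peak in the shaded region and 4 of 8 have one at the promoter.

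Finally, the 4 short motifs that the study named at the *Hand2* enhancer were counted around all summits. TCGGTG was present in 10.2 ± 0.461% of PBRM1 and 11.1 ± 0.0656% of BRG1 summit windows (SD, n = 3 each), against 5.17 ± 0.0294% and 5.22 ± 0.0736% of windows 2 kb away. Its excess over background averaged 5.44 percentage points and was positive in 6 of 6 libraries (exact sign-flip permutation test, p = 0.03125, the smallest possible). A narrower window around the summit moved it most, to 2.664 points, and 8 of 29 words made of the same letters with the same number of CpG had as high an excess. The excess was 2.88 points for TCCCAG and 0.341 points for CCAGGGCCT, each positive in 6 of 6 libraries (exact permutation test, p = 0.03125 for each). Of words made of the same letters, 27 of 50 for TCCCAG and 23 of 50 for CCAGGGCCT were as high. For GACCACT the mean excess was -0.2705 points, negative in 6 of 6 libraries (exact permutation test, p = 0.03125), but in the narrower window its excess was 0.00863 points (exact permutation test, p = 0.6875). With 4 motifs in this family, the Benjamini-Hochberg adjusted p equals 0.03125 for each, since the 4 values are equal. The 6 libraries shared many of their sites, so their signs were not independent. These p-values therefore do not set the motifs apart from other words. PBRM1 summits held each motif less often than BRG1 summits, with differences of -1.697 points for TCCCAG, -0.9222 for TCGGTG, -0.1625 for CCAGGGCCT and -0.09824 for GACCACT and no overlap between the 3 libraries of each antibody (two-sided exact permutation test, p = 0.1 for each, the smallest possible). For GACCACT the separation was lost with equal numbers of peaks (-0.01575 points, exact permutation test, p = 0.5) and at the stricter q threshold (-0.07181 points, exact permutation test, p = 0.3).

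**Figure D5:**
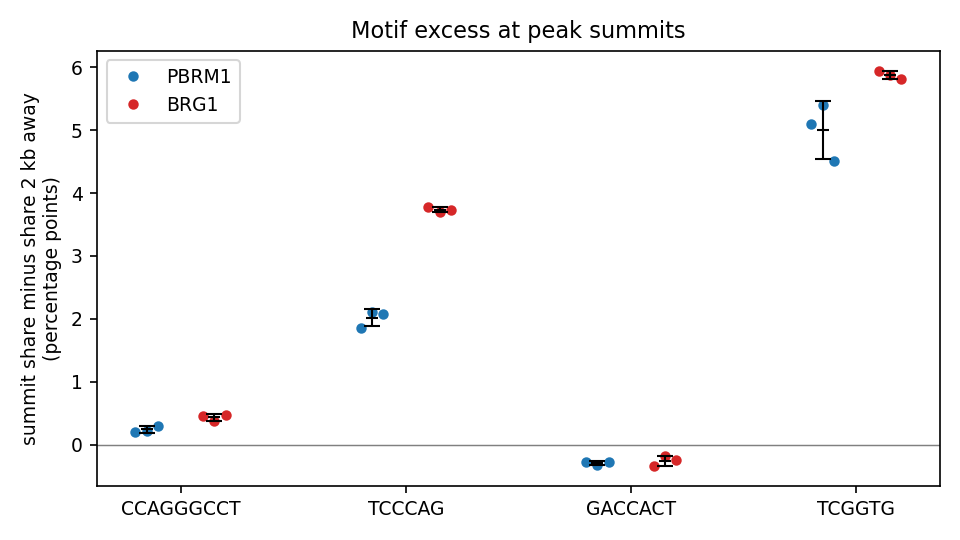
Share of summit windows holding each motif minus the share of windows 2 kb away, in percentage points (y axis), for the 4 motifs (x axis) in the PBRM1 and BRG1 replicate libraries. Points are libraries and error bars are SD around the mean; TCGGTG lies highest, at 5.00 points for PBRM1 and 5.88 for BRG1, and GACCACT lies below 0.

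By the authors' q-value, the strongest peak of both pooled lists was on chromosome 2 (98666257 to 98667328 for PBRM1), at a predicted gene, *Gm10800*, with a fold enrichment of 29.1 for PBRM1 and 25.6 for BRG1, and 62.96% (PBRM1) and 64.92% (BRG1) of its 31-base words occurred elsewhere in the genome. The next PBRM1 peaks were on chromosome 9 (35305229 to 35305589, in an intron of *Gm33838*) and chromosome 15 (75085493 to 75087044, intergenic). The next BRG1 peaks were on chromosome 15 (75085489 to 75087043, intergenic) and chromosome 3 (5860362 to 5860816, intergenic). Each overlapped a pooled peak of the other antibody. In these 6 peaks the share of 31-base words that occur elsewhere ranged from 41.0% to 67.06%. Among the 100 strongest peaks of each list, 12 were mostly made of such words.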

Values the study reported

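The values below were stated for uterine stromal cells on D4 of pregnancy, not for oviductal smooth muscle cells. The study reported that 38.21% of PBRM1 peaks were at promoters and 26.23% were intergenic. For BRG1 peaks it gave 30.64% at promoters and 28.63% intergenic. It stated that more than 90% of PBRM1 peaks overlapped sites bound by BRG1.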

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

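The alternatives were fixed before the data were examined, and none was added afterwards. Of 227 values under an alternative, over 38 results, 160 kept their direction and their side of the threshold or moved by less than the limit set for them, 24 kept their direction and lost the threshold, 32 moved and 11 reversed. With 3 libraries against 3 no difference between antibodies can pass p < 0.05 in an exact permutation test, so an unchanged call says nothing about stability for those results.

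Leaving out 1 library at a time changed the sign of 2 tested differences. The difference in peak number ranged from -2450 to 638 and was positive only without PBRM1 replicate 2. The difference in covered length ranged from -0.808 to 0.2894 Mb and was positive without PBRM1 replicate 2 (0.2894 Mb) and without BRG1 replicate 1 (0.2085 Mb). The difference in median width ranged from 9.167 to 15.67 bp, that in promoter share from -3.043 to -1.216 points and the gap in similarity from 0.03425 to 0.05059. With 5 libraries the smallest p of the exact sign-flip test is 0.0625, so the excess of all 4 motifs lost the threshold by construction. It ranged from 0.3136 to 0.3679 points for CCAGGGCCT, from 2.698 to 3.081 for TCCCAG, from -0.2894 to -0.2574 for GACCACT and from 5.342 to 5.63 for TCGGTG. Antibody-specific sites numbered 3240 to 3808, with 1436 to 2593 for PBRM1 only (2593 without PBRM1 replicate 2) and 1215 to 2092 for BRG1 only (2092 without BRG1 replicate 2), because fewer lists of the site's own antibody had to hold a peak or fewer of the other had to lack one. Sites of PBRM1 only stayed more numerous than those of BRG1 only without each PBRM1 replicate. The order reversed without each BRG1 replicate. PBRM1 only and BRG1 only then numbered 1572 and 1668 without BRG1 replicate 1, 1464 and 2092 without 2, and 1436 and 1846 without 3. The pooled peaks found in the remaining lists of their antibody rose to between 22.32 and 24.87% for PBRM1 and between 22.53 and 23.98% for BRG1, because fewer lists had to hold a peak.

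A −log10 q of at least 5 lowered the antibody-specific sites from 1773 to 983 and those of PBRM1 only from 1013 to 355, while BRG1 only fell less, from 760 to 628. More of the specific sites were then of BRG1 than of PBRM1, the opposite of the main order, as was also found without each BRG1 replicate. For PBRM1 and BRG1 the share of pooled peaks found in all 3 replicates was 14.39 and 17.41% with that threshold, 50.95 and 52.23% with equal numbers of peaks, 6.597 and 8.857% with an overlap of at least 50% of both peaks, and 12.32 and 13.71% with summits within 200 bp. Equal numbers keep only the strongest pooled peaks, and the last 2 settings ask for closer overlap. The stricter q-value was applied to pooled and replicate lists alike. It kept 61.53% of pooled PBRM1 peaks but only 42.77 to 46.77% of peaks in the PBRM1 replicates. For BRG1 it kept 62.29% of pooled peaks and 48.19 to 50.23% of replicate peaks. The replicate lists thus lost more of their peaks than the pooled lists, which lowers the share found in all 3.

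The overlap shares between antibodies stayed above all shifts under each alternative, from 45.34 to 71.15% for PBRM1 and from 44.61 to 70.6% for BRG1. The gap in similarity kept its direction under each alternative. The excess of GACCACT reversed in the narrower window around the summit, to 0.008627 points (exact permutation test, p = 0.6875), and the cause was not tested.

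Among the gene lists, the fibroblast growth factor genes changed side relative to other genes in several settings, with counts too small to give a direction. For PBRM1 they had 2 genes with a peak at the stricter q-value, 2 within 1 kb, 1 with peaks found in all 3 replicates, and 4 against a background without olfactory receptor genes. For BRG1 they had 3 at the stricter q-value and 1 with peaks found in all 3 replicates. The uterine receptivity genes reversed for PBRM1 with peaks found in all 3 replicates, to 2 of 7. In that setting the prostaglandin genes numbered 9 for PBRM1 and 12 for BRG1, in place of 18 each, and the smooth muscle genes 6 for PBRM1 and 8 for BRG1, in place of 11 each. The setting counts fewer peaks, and the olfactory receptor genes with a promoter peak fell to 3 for PBRM1 and 1 for BRG1, in place of 24 and 12. No test of the other 4 lists passed an adjusted p of 0.05 by Fisher's exact test in any setting.

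With the replicate number as a block, the paired differences were the same by construction, and the smallest p of the exact sign-flip test was 0.25. The difference in peak number (-1374) and in covered length (-0.3816 Mb) had p = 0.5, and those in width (13.0 bp), promoter share (-1.991 points) and the motifs had p = 0.25 (exact permutation tests). Deviations from the group means in lists of the same number correlated at -0.002051, -0.003655 and -0.002538, so the numbers did not pair the libraries.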

Other observations

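These tests were chosen only after the result was seen: the splits of the libraries by number and by promoter share of the specific sites, the repeated words of the 3 strongest peaks, the *Hand2* rank, and both tests on parts of chromosome Y.

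The antibody-specific sites were weighed first. Of the 10 splits of the 6 libraries, 1 gave as many specific sites, the split by antibody itself, and no share under 0.1 is possible with 3 against 3. A peak of the other antibody's pooled list was present at 71.07% of the sites, at 60.71% of the PBRM1-only and 84.87% of the BRG1-only sites. Most of these sites may therefore be sites of both proteins near the calling threshold. The remainder was not explained by this test. A difference in binding between PBRM1 and BRG1 stays open, as does the difference in depth between their libraries.

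The specific sites of the antibodies also differed in position. Promoters held 14.31% of the PBRM1-only and 43.95% of the BRG1-only sites, a difference of -29.63 points. Of the 10 splits, 1 gave as large a difference, the real one, and the largest of the others was 24.97 points in size, from a split with 1 library exchanged. Median GC content was 42.55% in PBRM1-only and 52.08% in BRG1-only sites, and within bins of GC content the difference was 0.691 points (SE 2.412). That mean decides little, since the bins went both ways, with 14.35 points at 50 to 55% GC and -42.28 points at 60 to 65%, for example. At 60% GC and above lay 230 of the 334 promoter sites of BRG1 only but just 9 sites of PBRM1 only, so the comparison within bins gave little or no weight to most of the BRG1-only promoter sites. GC content, depth and a difference in binding at promoters cannot be told apart here.

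Pooled peaks of one antibody without a peak of the other were mostly weak. In the strongest decile the lower of both overlap shares was 98.65%. The partial overlap of the pooled lists is consistent with weak calls near the threshold, and whether weak sites are bound by 1 protein only was not decided. The lower promoter share of the pooled lists may come from weaker peaks added by pooling: peaks found in all 3 replicates exceeded those found in none by at least 31.62 points in promoter share.

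The motif excess may reflect base composition. Among words with the same letters and number of CpG, at least 27.59% had as high an excess as the motif, for each of the 3 motifs with an excess above 0. TCGGTG, which had the lowest share, contains a CpG. The tests gave no value that sets these motifs apart from such words.

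Repeated sequence was examined at the strongest peaks. In the 3 strongest of each list, at least 41.0% of 31-base words occurred elsewhere in the genome. In the 100 strongest the share was 8.464% for BRG1 and 10.04% for PBRM1, against 1.942% and 1.374% in other peaks, and 56 of the 100 were shared by both antibodies. Reads from repeated sequence are a candidate source of the very strongest signal. Only 12 of the 100 in each list were mostly repeated by this measure, which counts exact matches on the assembled chromosomes. Copies that differ or are missing from the assembly are not seen, so repeats stay open for the other peaks.

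Chromosome Y held 14 pooled PBRM1 and 6 pooled BRG1 peaks, although the oviduct is a female organ. Of 4 Y genes, 2 (*Uty* and *Ddx3y*) had a promoter peak, both for PBRM1 only, while the X copies had one in 4 of 4. Repeated words made up 45.44% of the Y peaks, against 1.643% in other peaks. A word counted as repeated when it occurred more than once on the assembled chromosomes, Y included. These shares therefore do not measure sequence shared with other chromosomes alone. In the last 2 megabases, which held 16 of the 20 peaks, the share was 49.57%, just under the 50% set for this test. That boundary was set after the positions were seen, and a shorter stretch tried first had a share above 50%. Since copies within Y count too, the share cannot decide whether reads shared with other chromosomes gave these peaks. At *Uty* and *Ddx3y* 0.0% of 816 words occurred elsewhere, which argues against shared reads at these 3 peaks. In the replicate lists, Y peaks outside the last 2 megabases were called only in PBRM1 replicate 3, with 2. In the pooled peak at the first of these (259250 to 259426), 84 of 147 words occurred elsewhere, so only the other, at *Uty* with a −log10 q of 2.17, lay on sequence without repeated words. Male material was not decided as a source, with 2 of 4 genes, 1 weak peak in 1 library and no such peak for BRG1.

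The upstream region of *Hand2* held a peak in all 6 lists. Open chromatin cut without the antibody might give such a peak for both antibodies. The share of stronger peaks differed by 4.552 points between antibodies (exact permutation test, p = 0.1, the smallest possible), and no control IgG lists were analysed here, so cutting without the antibody and binding of both proteins cannot be told apart.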
